A study of Mus musculus with 6 samples. Its data were reported in "TET enzymes regulate skeletal development through increasing chromatin accessibility of RUNX2 target genes" (2022).

How the data were processed

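RNA was measured by poly(A) RNA sequencing in primary osteoblasts, the bone-forming cells, isolated from the calvaria (skull cap) of 3-day-old mice. The libraries labelled TCKO came from triple conditional knockout mice, in which Prx1-Cre, a recombinase active in the limb and skull mesenchyme, deletes parts of Tet1, Tet2 and Tet3. These genes encode the TET enzymes, which oxidise methylated cytosine in DNA. The libraries labelled WT came from control mice. Groups and replicate numbers were taken from the sample titles, which give 3 libraries per genotype.

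The authors aligned the reads to the mouse genome build GRCm38 (Ensembl release 99 annotation) with STAR and counted them per gene over exons with featureCounts. The deposited values are raw counts, with no normalization, for 55471 genes in 6 libraries, and the deposited gene length is the summed exon length in bp. Whether counting used the strand of the reads, and how reads shared between genes were treated, is not stated. Counts of overlapping, antisense and near-identical genes are therefore less certain than those of other genes. No column of sample values was left unassigned (0 columns), and no row lacked a gene name (0 rows). Gene symbols were added by gene identifier from a reference table of gene names and were found for 55144 genes, or 99.4%. Biotypes came from the GENCODE M21 annotation of the same build, an earlier release than the authors used, in which 99.5% of the shared genes had identical start and end positions. Coordinates are those of the deposited table in GRCm38.

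Total counts ranged from 8019999 to 10177214 per library, a ratio of 1.27. At this depth 3 counts, the number that a true count of 0 can hide, corresponded to between 0.299 and 0.373 CPM (counts scaled to a library of 1000000) in the individual libraries. These floors cover counting error only, because reads without molecular identifiers are not independent molecules.

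Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr at its default settings, which left 13826 tested genes holding between 99.7% and 99.8% of the counts of each library. Libraries were scaled with TMM factors, and genotype was tested with the quasi-likelihood test (glmQLFit and glmQLFTest) over all 6 libraries without covariates. P-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was called when its adjusted p-value was under 0.05 and its fold change over 2. The study used DESeq2 with these cutoffs and an RPKM (reads per kilobase of gene, scaled to library size) minimum of 0.24. That recipe was run as an alternative. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Where all libraries of one genotype held 3 counts or fewer, the fold change is given as a bound against 3 counts.

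Genes were named by a rule fixed before the data were examined, as were the gene lists, the tests, the covariates and all alternatives except those said to have been chosen after seeing the data. The named genes are Tet1, Tet2 and Tet3, the genes the study names, members of the gene lists, and the 5 called genes with the highest and the 5 with the lowest log2 fold change among those with a mean of at least 100 counts and no overlap between the genotypes in CPM. The gene lists were osteoblast, chondrocyte (separately for genes the study labelled and for other genes), skeletal muscle, haematopoietic and osteoclast, endothelial, epithelial and keratinocyte, Schwann cell and neuron, adipocyte, axon guidance, germline, imprinted, clustered protocadherin and Hox genes. Lists with at least 3 tested members were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with the correlation between genes preset at 0.01, two-sided, with Benjamini-Hochberg adjustment over 12 lists. Fry and camera with an estimated correlation were run beside it. Sex-specific genes were read per library. Differences within replicates were taken for single genes as log2 of CPM plus 2. Principal components were taken from log2 CPM of the tested genes, centred and unscaled.

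The alternatives were DESeq2 size factors (RLE) or upper-quartile factors in place of TMM, no filter beyond 1 count, a mean of at least 50 counts, the study's RPKM filter, DESeq2 1.42.0, the study's recipe (DESeq2, protein-coding genes, RPKM filter), a robust quasi-likelihood fit, protein-coding or autosomal genes only, a test against a 1.2-fold change (glmTreat) with the fold cutoff kept, the replicate number as a block, and each library left out in turn. The fits with a library left out kept the 13826 genes. Chosen after seeing the data were a fit with the counts of replicates 1 and 2 of each genotype summed, the same fit with a replicate block, and a fit with a batch term that sets replicate 3 against replicates 1 and 2.

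The replicate numbers were checked for pairing. Deviations from the group means in log2 CPM correlated across genes, which are not independent replicates, at 0.204 for the replicate 1 libraries, 0.214 for the replicate 2 libraries and 0.347 for the replicate 3 libraries, so that same-numbered libraries deviated together. The crossed pairs of replicates 1 and 2 correlated at 0.225 and 0.188, so the pairing was that of replicate 3 against the other replicates. It comes from the values, and the labels name no batch.

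The fit was tested on simulated counts of independent libraries, drawn with the means, library sizes and dispersions of these genes. Of 200 genes changed 4-fold among 13826, 199 were called, all 200 had the right sign, and 2 unchanged genes were called. Independent libraries lack the closeness of replicates 1 and 2, so these numbers do not describe the fit of such pairs. Recovery was not split by expression level either, so it cannot be taken to hold for genes with few counts. Further tests of explanations used Python 3.11.15 with scipy 1.17.1, and 10000 random gene lists or shuffles matched on mean expression in 20 bins. Bisulfite, hydroxymethylation and chromatin accessibility data were not analysed here.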

Results

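RNA sequencing was used to compare gene expression between WT primary calvarial osteoblasts and osteoblasts of Tet1, Tet2 and Tet3 triple conditional knockout mice (TCKO), with 3 libraries per genotype. The WT libraries held 8407496, 10177214 and 8292685 counts (replicates 1, 2 and 3), and the libraries labelled TCKO held 8727992, 8019999 and 8766652. Between 19948 and 20844 genes had at least 1 count in a library.

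The targeted genes were examined first. Tet1 (ENSMUSG00000047146, chromosome 10, 62804570 to 62908996, GRCm38) had 98, 131 and 115 counts in WT replicates 1, 2 and 3 and 68, 51 and 51 in the libraries labelled TCKO. Its mean level was 12.96 ± 1.04 CPM in WT and 6.61 ± 1.05 CPM in TCKO (SD, n = 3), a log2 fold change of -0.97 ± 0.16 (SE; adjusted p = 0.00648, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Tet2 (ENSMUSG00000040943, chromosome 3, 133463679 to 133545139) had 132, 213 and 159 counts in WT and 159, 121 and 161 in TCKO. Its log2 fold change of -0.14 ± 0.14 was not distinguishable from 0 (edgeR adjusted p = 0.545). Tet3 (ENSMUSG00000034832, chromosome 6, 83362373 to 83459084) had 485, 611 and 452 counts in WT and 795, 622 and 712 in TCKO. It was higher in the libraries labelled TCKO, at 82.6 ± 7.14 CPM against 58.2 ± 3.13 CPM (SD, n = 3), with a log2 fold change of 0.51 ± 0.09 (edgeR adjusted p = 0.00745). The counts cover all exons of a gene and do not separate deleted exons from those that remain. Of the 3 targeted genes, only Tet1 was lower, so every direction given here rests on the labels of the libraries. The study tested the deletion by RT-qPCR of the 3 genes in tissues that include calvarial bone. It also reports less hydroxymethylation in calvarial bone of the mutants. Neither measurement checks the labels of these libraries. The fold changes of Tet1 and Tet3 moved most without TCKO replicate 1, to -1.10 and 0.43. The alternative that raised their adjusted p most, with replicates 1 and 2 summed and chosen after seeing the data, left Tet1 at -1.03 with an edgeR adjusted p of 0.0797 and Tet3 at 0.52 with an adjusted p of 0.0878. With a replicate block added to the sums, the adjusted p was 0.0464 for Tet1 and 0.0424 for Tet3. Over all alternatives the adjusted p ranged from 0.000623 to 0.0797 for Tet1 and from 0.000354 to 0.0878 for Tet3.

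**Figure D1:**
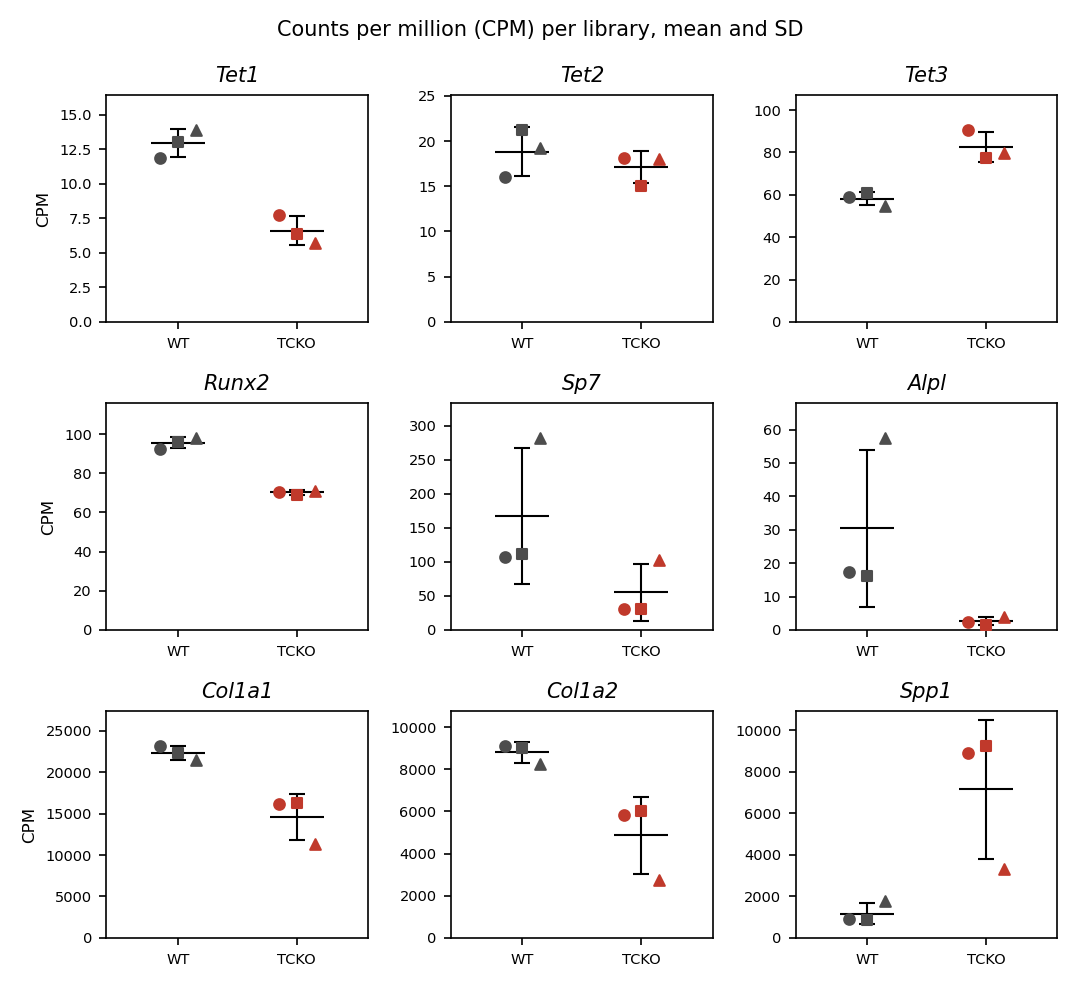
CPM (linear axes from 0) of the 3 targeted genes, 5 osteogenic markers and Spp1 in each library (circle, replicate 1; square, replicate 2; triangle, replicate 3), with the mean and SD of each genotype (n = 3). Tet1 was lower and Tet3 higher in the libraries labelled TCKO, and Spp1 rose from 1168 to 7165 CPM on average.

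The replicates of each genotype were compared before they were averaged. WT replicates 1 and 2 were far closer to each other than to WT replicate 3, with a chi-square per degree of freedom of 1.69 (13792 genes with at least 20 summed counts) against 16.5 and 17.7. TCKO replicates 1 and 2 had a value of 2.04, against 22.9 and 23.3 for their pairs with TCKO replicate 3. The biological coefficient of variation was 3.01% and 3.63% for the 2 close pairs and between 16.4% and 18.4% for the other pairs of one genotype. The close pairs differed by more than the sampling noise of independent reads and were kept as separate libraries as labelled. They contribute little independent information on the spread between cultures. Fits with replicates 1 and 2 summed, 2 samples against 2, are therefore given beside the results. TCKO replicate 3 had 4583 counts of Xist and 0 of Ddx3y, the pattern of female cells, while the other 5 libraries had between 1 and 4 counts of Xist and between 675 and 1094 of Ddx3y, the pattern of male cells. The mitochondrial share of counts was 2.22% and 2.47% in the replicate 3 libraries and between 1.11% and 1.24% in the other libraries.

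To compare the transcriptomes as a whole, principal components of the 13826 tested genes were computed. The first component held 60.7% of the variance and separated the genotypes, with scores from -40.7 to -26.7 in WT and from 32.7 to 41.5 in TCKO. The second component held 21.6% and set replicate 3 of both genotypes (scores of -28.0 and -31.6) apart from replicates 1 and 2 (scores from 9.49 to 20.3). Taking the 500 genes of highest variance moved the share of the first component most, to 73.6%.

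**Figure D2:**
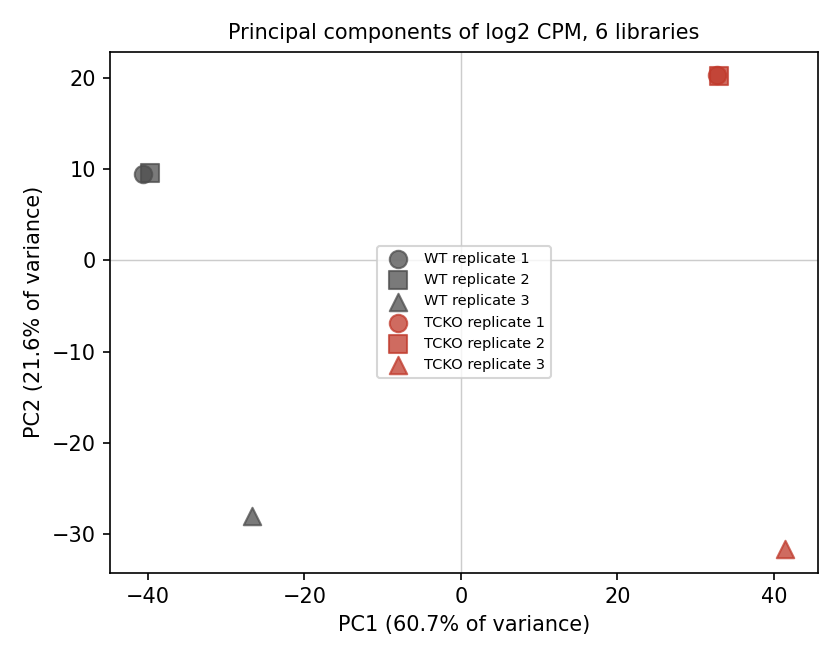
Principal component scores of the 6 libraries from log2 CPM of the 13826 tested genes, with PC1 on the x axis and PC2 on the y axis in log2 units, coloured by genotype with a symbol for each replicate. PC1 separates WT from TCKO, and replicates 1 and 2 of each genotype nearly coincide while replicate 3 lies apart on PC2.

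Genes that differed between TCKO and WT were then called. Of the 13826 tested genes, 437 were called higher and 441 lower in the libraries labelled TCKO at an edgeR adjusted p-value under 0.05 and a fold change over 2. Without the fold cutoff, 2447 genes had an adjusted p-value under 0.05. Of the 878 called genes, 824 were protein-coding. The genotypes did not overlap in CPM for 876 of the 878 called genes and for 38.3% of the tested genes. Chance gives 10% for 3 independent libraries against 3. It gives more here, because replicates 1 and 2 of each genotype were nearly alike, so the excess over 10% is not a test. The fit that moved these counts most summed replicates 1 and 2 and called 178 genes higher and 146 lower, with 386 genes under 0.05 at any fold change. Of the 324 genes it called, 317 were also called with all 6 libraries. With a replicate block added to the sums, 331 genes were called higher and 344 lower, 616 of them among the 878. A DESeq2 fit with the protein-coding and RPKM filters called 432 genes higher and 438 lower, 780 of them among the 878.

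Because replicate 3 stood apart, the genotype difference was also computed within replicates 1 and 2 and within replicate 3. The replicate 3 pair has 1 library per genotype, so its differences carry no test. Across the tested genes, which are not independent replicates, the log2 fold changes of the 2 sets correlated at 0.665. All 878 called genes had the same sign in both sets, a property the calling favours. Of 1223 genes that differed over 2-fold within replicates 1 and 2, 654 (53.5%) differed over 2-fold in the same direction in replicate 3, and 20 in the opposite direction.

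**Figure D3:**
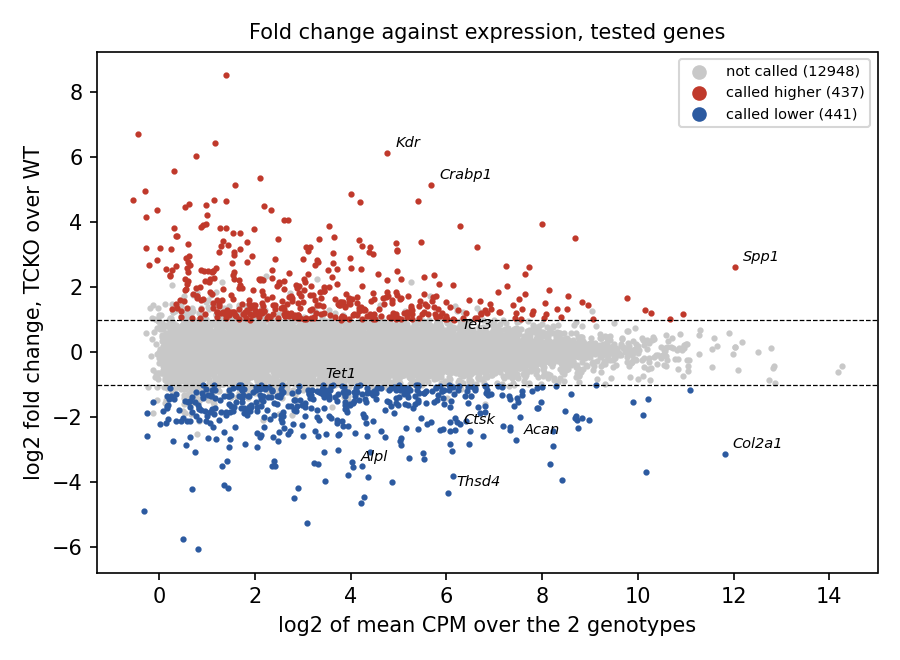
Fitted log2 fold change of TCKO over WT (y axis) against the log2 of the mean CPM of the genotypes (x axis) for the 13826 tested genes, with dashed lines at a 2-fold change. The 437 genes called higher and the 441 called lower are coloured, and extreme values at low expression depend on the prior count of the fit.

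Of the called genes, 409 had a mean of at least 100 counts and no overlap between the genotypes. The 5 highest of these by log2 fold change were Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458), Crabp1 (ENSMUSG00000032291, chromosome 9, 54764748 to 54773110), Mcpt8 (ENSMUSG00000022157, chromosome 14, 56082166 to 56085273), Nptx1 (ENSMUSG00000025582, chromosome 11, 119538719 to 119547753) and Scn7a (ENSMUSG00000034810, chromosome 2, 66673425 to 66784914). Kdr had 3, 4 and 13 counts in WT and 293, 266 and 837 in TCKO, with a log2 fold change of 6.12 ± 0.67 (edgeR adjusted p = 0.00112). Crabp1 rose from 2.81 ± 0.345 to 99.7 ± 51.9 CPM (SD, n = 3), a log2 fold change of 5.13 ± 0.52 (edgeR adjusted p = 0.000767). Mcpt8, Nptx1 and Scn7a had log2 fold changes of 4.85, 4.66 and 4.61, with edgeR adjusted p-values between 0.000124 and 0.000149. The 5 lowest were Ackr4 (ENSMUSG00000079355, chromosome 9, 104084157 to 104126933), Cnmd (ENSMUSG00000022025, chromosome 14, 79637690 to 79662170), Thsd4 (ENSMUSG00000032289, chromosome 9, 59966931 to 60522046), Avil (ENSMUSG00000025432, chromosome 10, 127000709 to 127020994) and Tnn (ENSMUSG00000026725, chromosome 1, 160085029 to 160153580). Thsd4 fell from 125 ± 16.1 to 6.28 ± 0.592 CPM (SD, n = 3), a log2 fold change of -4.31 ± 0.13 (edgeR adjusted p = 1.0e-05). Ackr4, Cnmd, Avil and Tnn had log2 fold changes of -4.64, -4.45, -3.99 and -3.93, with edgeR adjusted p-values between 0.000228 and 0.00206. With replicates 1 and 2 summed, the edgeR adjusted p of Cnmd was 0.0578 (range over the alternatives 2.7e-09 to 0.0578), and 0.00799 when a replicate block was added to the sums. The other 9 genes stayed under 0.05 in both fits. Ackr4 and Avil overlap Acad11 and Tsfm on the opposite strand and are less certain for that reason.

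To see whether osteogenic genes were lower, the markers that the study measured by RT-qPCR were examined. For all but Col1a2, the study describes that RT-qPCR as done after induced osteoblast differentiation. The sequenced cells were harvested after a short culture, with no induction stated, so the stages differ and the comparison is not like for like. Of these 6 markers, Bglap, whose near-identical family members share reads, had at most 2 counts in any library and was not tested. The other 5 markers had lower means in the libraries labelled TCKO, and 3 of them had an adjusted p under 0.05 over all tested genes. With the p-values adjusted over the list alone, 5 markers passed. Runx2 (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) fell from 95.6 ± 2.80 to 70.2 ± 1.08 CPM (SD, n = 3), a log2 fold change of -0.45 ± 0.07 (edgeR adjusted p = 0.00397). Alpl (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384) had 143, 163 and 475 counts in WT and 22, 11 and 34 in TCKO, a log2 fold change of -3.54 ± 0.62 (edgeR adjusted p = 0.00743). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) fell from 22330 ± 853 to 14590 ± 2818 CPM, a log2 fold change of -0.61 ± 0.16 (edgeR adjusted p = 0.0380). That call was lost when any one of replicates 1 and 2 was left out, with adjusted p-values of 0.134 and 0.125 without WT replicates 1 and 2 and of 0.0911 and 0.0764 without TCKO replicates 1 and 2. Sp7 (log2 fold change -1.59 ± 0.55, edgeR adjusted p = 0.0877) and Col1a2 (-0.85 ± 0.27, adjusted p = 0.0676) did not pass. With the replicate number as a block, Sp7 had an edgeR adjusted p of 0.000153 and Col1a2 one of 0.0180, and all 5 tested markers passed. DESeq2 gave 4 markers, with an adjusted p of 0.00621 for Col1a2. Without TCKO replicate 3 all 5 passed as well, with edgeR adjusted p-values of 0.00940 for Sp7 and 0.00249 for Col1a2. That fit left only the close pair of TCKO libraries, so it is not independent support. Over the alternatives the adjusted p ranged from 4.2e-06 to 0.305 for Sp7, from 0.00123 to 0.258 for Col1a2 and from 0.000532 to 0.280 for Col1a1. With replicates 1 and 2 summed, 0 markers passed over all tested genes, and 3 were lower at an unadjusted p under 0.05. With a replicate block added to the sums 2 passed, Sp7 (edgeR adjusted p = 0.00595) and Alpl (0.00438).

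The osteogenic gene Spp1 (osteopontin, ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) went the other way. It had 7407, 8469 and 14539 counts in WT and 78098, 74574 and 29517 in the libraries labelled TCKO, a log2 fold change of 2.62 ± 0.44 (edgeR adjusted p = 0.00669). The log2 difference was 3.38 within replicates 1 and 2 and 0.91 within replicate 3. With replicates 1 and 2 summed its edgeR adjusted p was 0.123, and 0.114 with a replicate block added, in a range over the alternatives from 9.5e-08 to 0.123.

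The study labelled genes on its plot of these libraries and picked others from them together with methylation data. Both lists were chosen on these samples, so they are not independent evidence. All 15 labelled genes were called lower over 2-fold, the smallest change being a log2 fold change of -2.01, and with adjustment over the list alone 15 also passed. For Trp63, whose TCKO libraries held 1, 0 and 0 counts, the level in TCKO was at least 9.91-fold lower. Of the 15 calls, 3 were lost when a library was left out, namely Matn1 (highest edgeR adjusted p 0.140, without WT replicate 1), Ucma (0.0753, without WT replicate 2) and Sfrp2 (0.0544, without WT replicate 2), and 8 genes had an edgeR adjusted p under 0.05 with replicates 1 and 2 summed. With a replicate block added to the sums 14 did, all but Matn1 (0.0957). Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) fell from 6452 ± 958 to 738 ± 126 CPM (SD, n = 3), a log2 fold change of -3.13 ± 0.17 (edgeR adjusted p = 9.7e-05). The 4 picked genes, Ctsk, Fgf7, Clec11a and Cys1, were called lower, with log2 fold changes of -2.39, -1.27, -3.27 and -1.68 and edgeR adjusted p-values of 0.000148, 0.010, 0.00169 and 0.0304. All 4 passed over the list alone, 2 passed with replicates 1 and 2 summed and 3 with a replicate block added to the sums, and Cys1 lost its call in 5 of the 6 fits that left out 1 library, with adjusted p-values up to 0.112 without WT replicate 1. Other genes named in the study's text numbered 7, and 6 were tested. P2rx7 and Col10a1 were lower, with edgeR adjusted p-values of 0.0313 and 0.0108, and Ptgs2 was higher, with a log2 fold change of 1.67 and an adjusted p of 0.0460. Ptgs2 did not pass under DESeq2 (adjusted p = 0.0678) and passed only without WT replicate 3 among the fits that left out 1 library, reaching an edgeR adjusted p of 0.155 without WT replicate 2. P2rx7 did not pass in 4 of these fits, reaching 0.106 without WT replicate 2. Over the alternatives the adjusted p ranged from 0.00013 to 0.247 for Ptgs2 and from 0.0113 to 0.155 for P2rx7. With replicates 1 and 2 summed Col10a1, P2rx7 and Ptgs2 did not pass (edgeR adjusted p = 0.113, 0.155 and 0.247). With a replicate block added to the sums Ptgs2 passed (0.0267), and Col10a1 (0.0511) and P2rx7 (0.0902) did not. The range for Col10a1 over the alternatives was 0.00209 to 0.113. Col10a1 overlaps Nt5dc1 on the opposite strand, which had more counts. Mmp13 (log2 fold change 0.04, edgeR adjusted p = 0.975), Atf3 (-0.61, 0.110) and Nf1 (0.13, 0.587) showed no difference past the threshold, with Mmp13 at 0.57 and an adjusted p of 0.0342 without TCKO replicate 3, and Pitx1 had 0 counts in every library. With adjustment over the list alone, 3 of these genes were lower and 1 higher.

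Gene lists for cell types and functions were tested to see which programmes differed. Of 12 lists tested, 5 had a camera adjusted p under 0.05, all lower in the libraries labelled TCKO. The chondrocyte genes that the study had not labelled (14 tested) had a median log2 fold change of -1.55, with 11 called lower and 1, Prg4, called higher (camera adjusted p = 1.1e-06). Counts of Prg4 are less certain because Tpr overlaps it with more counts. The 5 chondrocyte genes labelled by the study had a median of -3.13 (adjusted p = 0.000377). Osteoblast genes (15 tested) had a median of -0.45, with 12 lower and 3 higher (adjusted p = 0.00839). Haematopoietic and osteoclast genes (17 tested) had a median of -0.82 (adjusted p = 0.0121), and clustered protocadherins (41 tested, which share reads between near-identical exons) a median of -0.23 with 0 called over 2-fold, 3 with an edgeR adjusted p under 0.05 and 12 with an unadjusted p under 0.05 (camera adjusted p = 0.0430). Fry kept the osteoblast and both chondrocyte lists under 0.05, with adjusted p-values of 0.00737, 0.00523 and 0.000276, and not the other 2, and camera with an estimated correlation kept 0 lists, the smallest adjusted p being 0.0619, with 2 lists at an unadjusted p under 0.05. Leaving out TCKO replicate 3 gave a median of -0.47 and a camera adjusted p of 0.190 for the haematopoietic list, and 0.190 for the protocadherins. The protocadherins also lost their call without WT replicate 1 (0.182) and WT replicate 2 (0.230). They lost it as well with a mean of at least 50 counts (0.204) and with replicates 1 and 2 summed (0.0554). With the replicate block they kept it (0.0289). Over all alternatives the adjusted p ranged from 1.9e-06 to 0.640 for the haematopoietic list and from 0.00134 to 0.640 for the protocadherins. The endothelial list (5 tested) had a median of 2.02 and a camera adjusted p of 0.0849, which was 0.0289 with the replicate block, 0.0489 without WT replicate 3 and 0.0416 with fry. Without the low-count filter its median fell to 0.26 and its camera adjusted p rose to 0.768, and over all alternatives the adjusted p ranged from 0.0289 to 0.768. The adipocyte list (5 tested) had a median of -0.87 and a camera adjusted p of 0.268, which was 0.0476 with the block, 0.00523 with fry and 0.387 without the filter, in a range over the alternatives from 0.00523 to 0.553. The axon guidance list (59 tested) had a median of 0.08, with 9 genes called higher and 6 lower (camera adjusted p = 0.483). The skeletal muscle (7 tested), Schwann cell and neuron (8), imprinted (31) and epithelial (3) lists had medians of 0.05, 0.75, -0.20 and -0.19, with camera adjusted p-values of 0.438, 0.268, 0.268 and 0.50. The skeletal muscle median lay between -0.35 and 0.66 over the alternatives, below 0 without WT replicate 2 (-0.18) and without TCKO replicate 2 (-0.24), and the epithelial median was 0.12 without TCKO replicate 1. Only 2 of 20 germline genes and 2 of 39 Hox genes passed the count filter, too few to test. In the axon guidance and epithelial lists 1 gene each had 3 counts or fewer in all libraries of one genotype, and with these genes at their bounds the medians were 0.08 and -0.19.

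**Figure D4:**
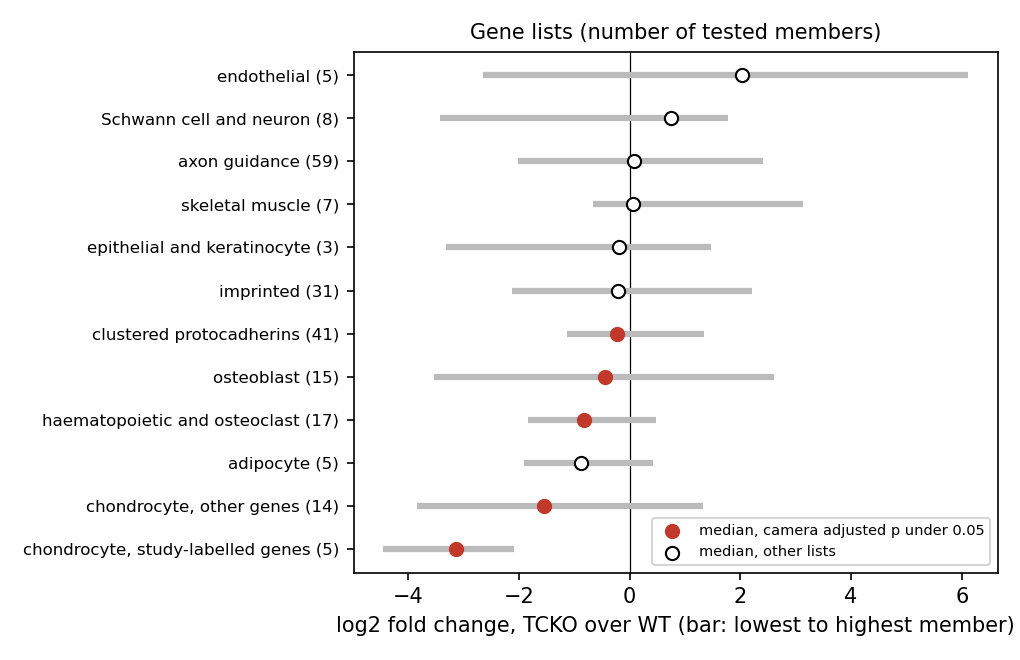
Median log2 fold change of TCKO over WT (x axis, log2 units) of the tested members of 12 gene lists, with a bar from the lowest to the highest member and the number of tested members after each name. Filled points mark the 5 lists with a camera adjusted p under 0.05, all with medians below 0, and members at the count floor are drawn at their bounds.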

Values the study reported

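The study reported 432 downregulated and 431 upregulated genes in TCKO osteoblasts compared with WT osteoblasts, with cutoffs of a fold change above 2, an FDR below 0.05 and an RPKM above 0.24.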

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

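The alternatives that summed replicates 1 and 2, or set replicate 3 against them, were chosen after seeing the data. Under the changes of scaling, filter, tool, gene set, test against a 1.2-fold change and block, the calls stayed between 255 and 573 genes higher in TCKO and between 288 and 577 lower. The lowest counts, 255 and 288, came from a mean of at least 50 counts, which tests 10957 genes. Among the fits that each left out one library, the calls ran from 295 to 538 genes higher and from 300 to 511 lower, and the genes with an adjusted p under 0.05 at any fold change from 1153 to 3122. The count of 1153 came without WT replicate 2, and 1236, 1292 and 1342 came without WT replicate 1, TCKO replicate 1 and TCKO replicate 2, while leaving out a replicate 3 library raised the count. With replicates 1 and 2 summed, 178 genes were called higher, 146 lower and 386 at any fold change. The same sums with a replicate block gave 1150 genes at any fold change, and a batch term for replicate 3 gave 4272. Fewer samples lower the counts by construction in the summed fits, and for the rest the cause was not tested. A fit without a replicate 3 library left that genotype with its close pair alone, with a coefficient of variation of at most 3.63%. The higher counts of these fits are therefore not added support.

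The replicate block called 487 genes higher and 524 lower, of which 869 were among the 878 called without it, and gave 3249 genes at any fold change. Among the genes and lists with values given here it changed the calls of Sp7, Col1a2 and of the endothelial and adipocyte lists and no other call, and it changed the sign of Mmp13.

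Tet1 stayed lower and Tet3 higher under every alternative that gave values for single genes, with log2 fold changes from -1.10 to -0.87 and from 0.43 to 0.55. Their adjusted p rose above 0.05 only with replicates 1 and 2 summed, at -1.03 and 0.52. Tet2 stayed between -0.25 and -0.04 and was past the threshold under none of these alternatives. The number of osteogenic markers lower in TCKO, 3 of 6, was 5 without the low-count filter, with the replicate block and with the batch term, 4 with DESeq2 with or without the study's filters, and 2 with a mean of at least 50 counts and with replicates 1 and 2 summed under a replicate block. It was 0 with replicates 1 and 2 summed without a block, and ran from 2 to 5 when one library was left out. Col1a2 passed with DESeq2, and Col1a1 failed with a mean of at least 50 counts (adjusted p = 0.0585). The cause was not tested. The number of gene lists under 0.05 was 0 with camera's correlation estimated. It was 7 with the replicate block and 7 with replicates 1 and 2 summed under a block. When one library was left out it ran from 3 to 6, with 3 without TCKO replicate 3. The first component's share was 73.6% over the 500 genes of highest variance and ran from 58.4% to 69.4% when one library was left out, the highest without WT replicate 3, followed by 69.0% without TCKO replicate 3. The share was 62.6% without TCKO replicate 1 and 62.6% without TCKO replicate 2, and it fell without WT replicate 1 or WT replicate 2. Why it rose most without a replicate 3 library was not tested.

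Mmp13 changed sign, from 0.04 to -0.42 with the replicate block, -0.39 with the batch term, -0.23 with replicates 1 and 2 summed and -0.97 with these sums and a block, and from -0.37 to 0.57 when one library was left out, at -0.11, -0.26 and -0.37 without WT replicate 3, TCKO replicate 1 and TCKO replicate 2. Its TCKO replicate 3 library held 192 counts against 2087 and 2089 in the others. Without TCKO replicate 3 it was higher with an adjusted p of 0.0342, where the range over all alternatives was 0.0342 to 0.992. Nf1 ran from -0.0093 to 0.24 when one library was left out, the lowest without WT replicate 3. Without the low-count filter the skeletal muscle and axon guidance lists had medians of -0.034 and -0.094 and camera adjusted p-values of 0.967, with more of their members tested. The endothelial median was 0.26 (adjusted p = 0.768) without the filter and 1.78 to 2.46 under the other alternatives. The axon guidance median was above 0 under the other alternatives. The skeletal muscle median had no stable sign, at -0.13 with the RPKM filter, -0.011 with the replicate block, -0.18 without WT replicate 2, -0.24 without TCKO replicate 2, -0.24 with replicates 1 and 2 summed and -0.35 with a block added to the sums. The epithelial median was above 0 without the filter (0.62), without TCKO replicate 1 (0.12) and with the sums (0.05), and the median of the Schwann cell and neuron list was -0.25 with the RPKM filter. The cause was not tested, and these 3 lists were past the threshold under no alternative that was run on lists. DESeq2, the study's recipe, the robust fit and the test against a 1.2-fold change gave no list values.

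Of 48 genes followed, 23 kept their direction and their side of 0.05 under all alternatives that gave values for single genes. Among them were Col2a1, Acan, Ctsk, Thsd4, Kdr and Crabp1. The test against a 1.2-fold change gave only counts of called genes. Under the 11 other alternatives fixed in advance, leaving out libraries aside, 6 genes changed in 13 of 519 values, 6 weaker, 6 stronger and 1 reversed. Leaving out 1 library changed 13 genes, and the added fits changed 24, of which 21 were weaker in at least 1 of these fits. With a mean of at least 50 counts only 41 of the 48 genes and 9 of the 12 lists gave a value, since the others had too few counts or members. The depth limits the genes with few counts. At 8019999 to 10177214 counts per library, Bglap and most germline and Hox genes were not detectable above the filter. Depth was not separated here from low expression or, for Bglap, from reads shared with its near-identical family members.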

Other observations

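The tests of gene length, library scaling, cartilage cells, muscle cells, sexes and the surroundings of the Tet genes, and the count over other splits, were fixed before the data were examined. The tests of GC content and of neighbouring genes were fixed before their results were seen, and the tests of the close pairs of libraries, the comparison with the splits that part the replicate 3 libraries, and the tests of the sex of TCKO replicate 3, Kdr, Spp1 and the imprinted genes were chosen only after the result was seen.

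Replicates 1 and 2 of each genotype resembled each other far more than replicate 3. One library deposited more than once would differ by sampling noise alone if the counted reads were independent draws. The smaller chi-square per degree of freedom of the 2 pairs was 1.69. How reads were counted is not fully stated, so this value cannot exclude such a repeat. Repeat libraries of one culture or one RNA sample could give the coefficients of variation seen, at most 3.63% in these pairs, but so could separate cultures of littermates handled together. These cannot be told apart, because the labels do not say which mice or cultures the libraries came from. Replicate 3 differed from replicates 1 and 2 in both genotypes, with 311 genes called at the same cutoffs in the fit with a batch term. The female sex of TCKO replicate 3 does not account for it, since WT replicate 3 was male and the deviations of both replicate 3 libraries from their group means correlated at 0.347 across genes. A shared day or batch of culture may account for it. No label names one, and it was not tested further.

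The number of called genes depends on how the close pairs are counted. In 20 simulations with no genotype effect, in which replicates 1 and 2 of each genotype came from one source, the fit of 6 libraries called at most 26 genes and a median of 12, compared with the 878 called here. Counting the close pairs as separate samples is therefore unlikely to account for most calls, but many single calls do depend on it or on the smaller number of samples, since 317 of the 878 were also called with the pairs summed, and 616 with a replicate block added to the sums. Genes well under 0.05 were among those lost in both fits, such as Spp1 (edgeR adjusted p = 0.00669, and 0.123 and 0.114 in these fits). Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes. The other 9 gave 0 genes with an adjusted p under 0.05, and between 29 and 833 with an unadjusted p under 0.05, against 4497 in the real split. Replicate 3 stood apart in both genotypes, so the 6 splits that put the 2 replicate 3 libraries on opposite sides were also compared. The real split was the only one of these 6 with calls, and the others had between 29 and 532 genes with an unadjusted p under 0.05. By the replicate numbers, 4 splits part all 3 pairs, the real one being the only one of them with calls, and the other 6 part 1 pair. Apart from the real split, only that of WT replicates 1 and 2 with TCKO replicate 3 against the rest kept the close pairs whole. It had 0 calls and 532 genes with an unadjusted p under 0.05. Every other split put near-identical libraries on opposite sides, which by itself works against calls, so their lack of calls says little. Even with 10 exchangeable splits the share could not go below 10%. These splits alone therefore do not exclude a chance division.

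Another scaling moved the share of called genes that were higher by at most 0.57 percentage points, from 49.8%, and moved the median gene by at most 0.0048 on the log2 scale, but each scaling sets the bulk of genes to no change. The near-even split follows in part from that, and a difference in composition that shifts most genes cannot be told apart from these counts. Called genes were longer than tested genes of equal expression, with medians of 4275 bp for genes called higher and 4462 bp for genes called lower, above 99.9% and 99.96% of 10000 matched random lists. Longer genes were thus more often called in both directions, while fold change itself had no trend with length (Spearman's rho -0.014 across genes), and 99.8% of the genes called higher stayed over 2-fold after the trend was removed. Genes called lower had a higher GC content than matched random lists (median 51.4% against 49.8%, above 99.98% of them). After a trend on GC content was removed, 99.4% of called genes stayed over 2-fold. The genotypes differed in sex, with 1 female library among the 3 labelled TCKO. Among the 5 male libraries 939 genes were called, 765 of them among the 878, so sex is unlikely to account for the calls as a whole. In the fit of all 6 libraries, 7.51% of X-linked genes were called against 6.32% of autosomal genes (Fisher's exact test, two-sided, p = 0.30). Within 5 Mb of Tet1, Tet2 and Tet3, 9 of 172 tested genes were called, a share at the 44.4th percentile of random sets of 3 windows, which argues against passenger DNA of another strain around these genes as a main source.

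Cartilage genes were lower in the libraries labelled TCKO. A loss of cartilage cells with unchanged expression per cell would lower genes that only these cells express by a common factor. The log2 fold changes of the 14 chondrocyte genes the study had not labelled spread far beyond their standard errors, from -3.83 for Col9a2 to 1.33 for Prg4 (Cochran's Q = 324, where standard errors alone give values near the 13 degrees of freedom), and among the 12 that fell Q was 190 with 11 degrees of freedom. Of the 14 genes, 11 had a mean of at least 10 CPM in WT, 0 were on another list and 1, Col10a1, is named by the study. These genes thus did not change by a common factor. The list does not ensure that only cartilage cells express them, so the spread cannot decide against cell loss. A partial loss of such cells, with smaller falls in genes that the remaining cells also express, stays open, as does lower expression per cell in the mutants. Counts of Prg4 are less certain, since Tpr overlaps it on the opposite strand with more counts, and its call was lost with replicates 1 and 2 summed (0.235), in the robust fit (0.0745) and in each fit without one library except that without WT replicate 3, with adjusted p-values up to 0.161 without WT replicate 2.

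Among skeletal muscle genes, Acta1 rose from 6.42 to 55.8 CPM (log2 fold change 3.14, edgeR adjusted p = 0.00416), and the list ran down to -0.66. With replicates 1 and 2 summed the adjusted p of Acta1 was 0.0870, and 0.0594 with a replicate block added, in a range over the alternatives from 2.7e-08 to 0.0870. Muscle cells carried over would bring these transcripts together, and the 7 tested genes moved apart by more than their standard errors (Cochran's Q = 33.2 with 6 degrees of freedom), which argues against muscle carry-over as the source of the Acta1 rise. The median of the list was 1.03 higher within replicates 1 and 2 and fell by 2.38 within replicate 3, so muscle transcripts also varied by culture. Of these 7 genes, 0 reached a mean of 10 CPM in WT and 0 were on another list.

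Kdr, the gene with the highest rank, encodes an endothelial receptor. Endothelial cells would bring other abundant transcripts, but Pecam1 and Cdh5 together had 24 counts in the 3 libraries labelled TCKO and 24 in WT, while Kdr had 1396 and 20. Endothelial carry-over is therefore unlikely. Kdr rose in all 3 libraries labelled TCKO, and Flt1 rose with it (log2 fold change 2.02, edgeR adjusted p = 0.00336, and 0.0710 with replicates 1 and 2 summed, in a range over the alternatives from 4.3e-08 to 0.0710). Of the 5 tested endothelial genes, 0 reached a mean of 10 CPM in WT and 0 were on another list. What raises Kdr stays open.

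Spp1 rose although the study saw less osteopontin protein in TCKO calvaria and most other osteoblast genes were lower here. Macrophages and osteoclasts also express Spp1, but their list was lower in TCKO, with a median log2 fold change of -0.82 over 17 genes, 8 of them with a mean of at least 10 CPM in WT and 0 on another list, and a median of -0.47 without TCKO replicate 3, so more of these cells are unlikely to be the source. That the rise was larger within replicates 1 and 2 (3.38) than within replicate 3 (0.91) was not tested as a difference, since the latter holds 1 library per genotype.

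Imprinted genes were examined because several well-known members changed in opposite directions. Plagl1 and Zim1 were lower, with log2 fold changes of -1.66 and -2.12 (edgeR adjusted p = 3.0e-05 and 0.000928), and Zdbf2 was higher at 1.79 (adjusted p = 0.000142). Of 31 tested genes, 9 had an adjusted p under 0.05, 6 lower and 3 higher, a number at the 89.4th percentile of matched random lists. The 5 called over 2-fold were at the 98.2nd percentile, and the median absolute log2 fold change of 0.47 at the 99.99th. Between replicate 3 and replicates 1 and 2, however, 9 imprinted genes also had an adjusted p under 0.05, at the 99.6th percentile, with a median absolute log2 fold change of 0.20 at the 94.7th. The excess for genotype was thus larger in the size of the changes and smaller in the number of genes, and the difference between the contrasts was not tested. Imprinted genes may thus vary between cultures in general, and a response to the loss of TET enzymes and this variability cannot be told apart with these libraries, since the counts do not separate the parental alleles.

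Called genes lay next to each other more often than chance gives. Of 13779 neighbouring pairs of tested genes, 81 were called in the same direction, against a median of 28 and a maximum of 46 in 10000 shuffles of the calls among genes of equal expression (one-sided permutation p = 0.0001, the smallest they can give). Gene families and shared reads do not explain all of this, since without overlapping genes and without pairs whose symbols share their first 3 letters 56 pairs remained, against a median of 23 and a maximum of 42 (one-sided permutation p = 0.0001, again the smallest possible). Genes called between replicate 3 and replicates 1 and 2 also lay together in this reduced set, with 7 such pairs, 2.33 times the shuffled median of 3 (one-sided permutation p = 0.0217), compared with 2.43 times for genotype. The clustering is therefore consistent with co-expression of neighbouring genes that is not specific to genotype, and it gives no evidence that domains respond to the loss of TET enzymes in particular.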
